A study of Mus musculus with 2 samples. Its data were reported in "DIS3 ribonuclease is essential for spermatogenesis and male fertility in mice" (2024).

How the data were processed

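Testes were collected from control and *Dis3* KO mice of the B6D2F1 background at postnatal day 6. According to the study, its conditional knockout mice carried 1 floxed and 1 null allele of *Dis3* and Cre recombinase expressed under the *Ddx4* promoter, which removes exons of the floxed allele in male germ cells. The testes of several mice of each genotype were pooled. The tissue was dissociated enzymatically, and live single cells were sorted on DAPI and DRAQ5 staining. Libraries were prepared with the Chromium Single Cell 3′ v3 kit, in which each bead carries a cell barcode and each captured molecule a unique molecular identifier (UMI). The submitters' processing notes name bcl2fastq, Cell Ranger 3.1 and the mm10 build. The authors aligned the reads, called cells and counted UMIs with Cell Ranger against an Ensembl gene annotation that had been restricted to protein-coding, long intergenic non-coding, antisense, immunoglobulin and T-cell receptor genes. This restriction decides which transcripts can appear at all in the data.

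Of each library, the deposited list of barcodes that passed cell calling and the deposited list of genes were analysed. These lists hold names and no measured values, so no unit or normalization applied. UMI counts were not analysed here. The comparisons planned on counts, namely depth, *Dis3* counts, germ cell shares, spermatogonial subtypes, gene differences in germ cells and doublets, were therefore not made, and neither were the alternatives planned for them. Samples were grouped by the genotype in the labels, with 1 library per group.

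Barcodes were compared after removal of the suffix of the droplet run. Exact Poisson intervals (95%) were given for barcode counts. The number of shared barcodes expected by chance was the product of both barcode counts divided by the size of the barcode pool. The pool is not given in the sources used here, and sizes of 3000000, as the main value, and 7000000 were assumed. A further value multiplied the rates at which the first 8 and the last 8 bases matched between libraries. It treats every combination of the 3832 first and 3750 last parts seen as a valid barcode, 14370000 combinations in all, and it was therefore also scaled from that number to the assumed pool of 3000000. Base composition was tested by drawing 533 barcodes at random from a library 100000 times, with a two-sided permutation p. The composition test was chosen after the overlap had been seen. Both calculations were tested on simulated data. Simulated libraries of the same sizes from a pool of 3000000 shared 75.8 barcodes on average over 20 runs without carry-over, and 570.8 with 500 carried-over barcodes. Both outcomes follow from the settings. They check the arithmetic, and not the assumed pool, uneven use of barcodes or the source of the observed overlap. The composition test was tried in a simpler form, an upper-tail call against fewer random draws from a simulated library of random sequences. It called 0 of 20 draws that ignored the sequence and 20 of 20 draws biased to C over G. Carry-over between libraries was not part of that simulation.

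Gene identifiers were matched to GENCODE M39 on GRCm39 after removal of version numbers, and gene classes and coordinates were taken from that annotation. This build differs from that of the authors, and GRCm39 coordinates were not converted. The GRCm38 position of *Dis3* was read from a RefSeq gene table. The loxP guide sequences given in the methods of the study were searched on both strands of the GRCm39 primary assembly for exact matches. Classes joined small Cajal body RNAs with snoRNAs, and transcribed with other processed pseudogenes. The gene groups, the cell type markers and the rule for named genes were fixed before the data were examined. By that rule, *Dis3* and members of the groups were named only for their presence in the gene list, and the neighbours of *Dis3* were added afterwards. Marker groups share some genes with the group of spermatogenic genes. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.

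Alternatives that were run were the use of distinct sequences, the removal of barcodes with runs of 6 or more equal bases or with a neighbour at 1 mismatch in their library, matches at up to 1 mismatch between libraries, other estimates of the chance overlap, and matching of genes by symbol.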

Results

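To examine how loss of the ribonuclease DIS3 affects spermatogonia, testicular cells of mice at postnatal day 6 were profiled by droplet-based single-cell RNA sequencing in 2 libraries, 1 from *Dis3* control (WT) testes and 1 from *Dis3* knockout (KO) testes. DIS3 is a catalytic subunit of the RNA exosome, the complex that degrades RNA from its 3′ end. The material analysed here consists of the cell barcodes called in each library and the list of genes against which reads were counted. UMI counts per gene and cell were not analysed here, so neither the UMI depth per library nor the expression of any gene, the share of any cell type or a difference in expression between genotypes is reported. With 1 library per genotype there was no replicate, and no test between genotypes was made.

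*Dis3* was the gene targeted in the KO library. It is listed as ENSMUSG00000033166 and lies on the minus strand of chromosome 14, at 99309595 to 99337773 in GRCm39. In GRCm38, the assembly also called mm10 that the submitters used, RefSeq places the gene on chromosome 14 at 99076634 to 99099780. The guide RNAs that the study used to insert the loxP sites, at which Cre recombinase excises DNA, each had 1 exact match in the GRCm39 genome. The left guide, GAGTTGAATGGTTGATTCTT, matched the minus strand of chromosome 14 at 99335862 to 99335881, next to the protospacer-adjacent motif TGG, in intron 2 of the canonical transcript of GENCODE M39. The right guide, CCTCCCTGGTCTCGTTTGTT, matched the minus strand at 99331699 to 99331718, next to the motif CGG, in intron 5.

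Between both guides lay 3 exons of the canonical transcript, which has 21 exons and a spliced length of 5150 bases. These were exon 3 at 99335021 to 99335214, exon 4 at 99334193 to 99334266 and exon 5 at 99332609 to 99332776. They hold 194, 74 and 168 bases, and their total of 436 bases leaves a remainder of 1 when divided by 3. Removal of these exons therefore shifts the reading frame of the canonical transcript. The same 3 exons are numbered 4 to 6 in 7 of the 23 annotated *Dis3* transcripts, and 3 to 5 in 8 transcripts including the canonical one. Downstream of them, 4231 spliced bases of the canonical transcript remain, of which 2260 belong to the last exon. The library chemistry captures the 3′ end of transcripts, which lies outside the floxed exons. According to the study, the deletion was also limited to germ cells, while the libraries held somatic cells too. In adult testes, an age other than that of these libraries, the study reported *Dis3* transcripts in germ and somatic cells. It also reported DIS3 protein in adult Sertoli and Leydig cells. For both reasons, a *Dis3* count in the KO library would not by itself check the deletion.

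**Figure D1:**
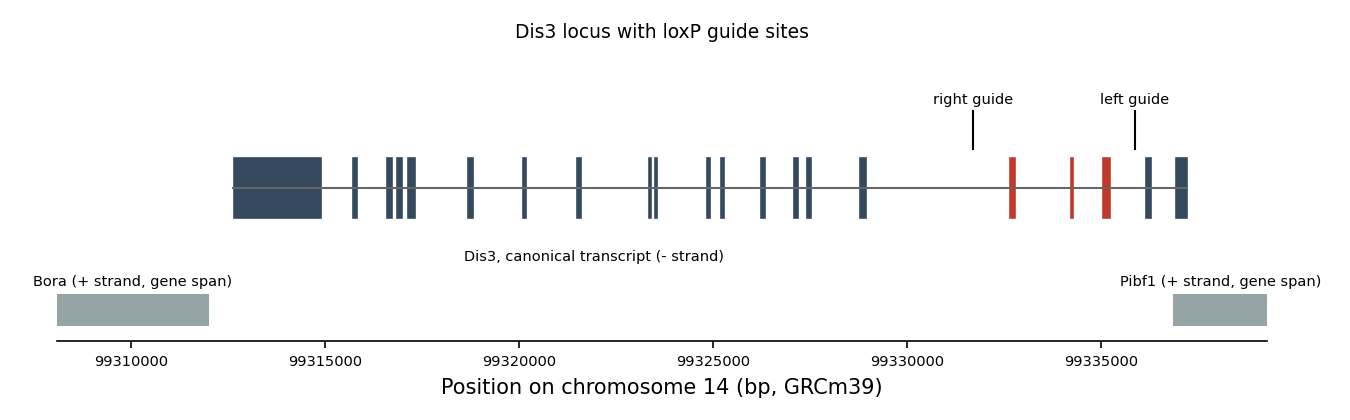
Map of the *Dis3* locus on chromosome 14 (x axis, position in bp, GRCm39). Boxes on the upper line are the 21 exons of the canonical transcript (minus strand, read from right to left), the 3 red boxes are the exons between both guide sites, the vertical ticks mark the guide sites, and the grey bars are the spans of the neighbouring genes *Bora* and *Pibf1*, drawn to the edge of the map. The floxed exons sit near the 5′ end and the last exon lies at the far left.

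*Dis3* overlaps a gene on the opposite strand at each end. At its 3′ end the annotated span of *Bora* (plus strand, 99283627 to 99311976), which encodes an activator of Aurora A kinase, overlaps that of *Dis3* by 2382 bases. The canonical transcript itself ends at 99312642, outside *Bora*. At the 5′ end *Pibf1* (plus strand, 99336858 to 99492531) overlaps *Dis3* by 916 bases. Both neighbours are in the gene list.

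To determine which transcripts the libraries could report, the gene lists were compared with each other and with a current annotation. All 31053 lines were identical between the WT and KO libraries, so both were counted against the same genes. Of these, 30144 identifiers (97.1%) are present in GENCODE M39, and 909 are not. The list holds 21378 of the 21770 protein-coding genes of GENCODE M39 (98.2%), and 693 of the 701 immunoglobulin and T-cell receptor segments (98.9%). It holds 7835 of the 32884 long non-coding RNA genes (23.8%). For this class the annotation used here is more recent than that of the authors. The authors also kept only long intergenic and antisense genes among non-coding ones. How much each of these differences accounts for was not tested. None of the 1558 snoRNA genes, which guide RNA modification, the 1381 snRNA genes, which encode the RNAs of the spliceosome, the 2201 miRNA genes or the 356 rRNA genes is in the list. Of 10249 processed pseudogenes, 70 are listed. These are complete counts over the lists and carry no sampling error.

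**Figure D2:**
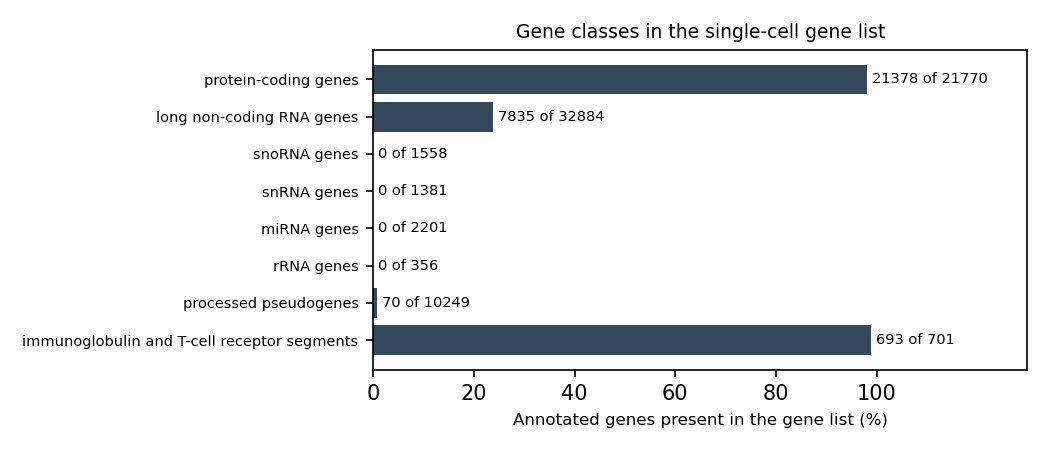
Share of the genes of each GENCODE M39 class that the single-cell gene list contains (x axis, percent; y axis, gene class); the numbers beside the bars give the genes listed out of those annotated. Protein-coding genes are almost completely covered at 98.2%, whereas the bars of snoRNA, snRNA, miRNA and rRNA genes are at 0.

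Gene groups relevant to DIS3 and to spermatogonia were covered unevenly. All 20 genes chosen for the RNA exosome, its cofactors and related ribonucleases are listed, including the *Dis3* paralogs *Dis3l* (chromosome 9, 64214038 to 64248812) and *Dis3l2* (chromosome 1, 86631289 to 86977819), the latter encoding an enzyme that acts apart from the exosome, and *Exosc10* (chromosome 4, 148642855 to 148666858), the other ribonuclease of the nuclear exosome. The RNA helicase gene *Mtrex* is listed under its earlier symbol *Skiv2l2*. In contrast, 3 of 10 host genes of snoRNAs are listed, *Snhg6*, *Snhg11* and *Snhg12*, and 7 are not (*Gas5*, *Snhg1*, *Snhg3*, *Snhg4*, *Snhg5*, *Snhg8* and *Zfas1*), whether searched by symbol or by identifier. All of these host genes but *Snhg4* are annotated as long non-coding RNA genes, a class listed at 23.8%, against 98.2% of protein-coding genes. A low share is thus seen for this class as a whole. Whether the hosts are listed less often than other long non-coding RNA genes of the authors' annotation was not tested. All 16 histone deacetylase and DNA methyltransferase genes and all 12 DNA replication genes, among them *Mcm2* and *Pcna*, are listed. The symbol rule for ribosomal protein genes took 105 entries, of which 10 are genes of ribosomal protein S6 kinases, 7 are annotated as pseudogenes and 88 are other protein-coding genes.

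Every marker fixed for the cell types of the testis is listed. This covers the 8 germ cell markers, such as *Ddx4*, which encodes an RNA helicase of germ cells, and *Dazl*, which encodes a germ cell RNA-binding protein. It also covers the 36 markers of 6 somatic cell types (Sertoli, Leydig, myoid, stromal and endothelial cells, and macrophages). The 18 markers of the 4 spermatogonial states are all listed, from *Id4* and *Gfra1* of the stem cell state, through *Neurog3* of progenitors and *Kit* of early differentiating cells, to *Dmrtb1* of late differentiating cells. Also listed are 9 spermatogenic genes that the study named as examples from its quantitative RT-PCR, such as *Rhox10*, *Sox3* and *Tex19.1*. The presence of a gene in the list says that it could be counted, not that it was expressed.

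The WT library contained 17242 cell barcodes (95% exact Poisson interval 16986 to 17501) and the KO library contained 12794 (12573 to 13018), a KO to WT ratio of 0.742. These intervals cover counting error only. Because sorted live cells of pooled testes were loaded, the number of barcodes depends on loading, capture and cell calling, and it is not a measure of the number of cells in a testis. All barcodes had 16 bases and were distinct within their library, and each library carried a single suffix, 1, of the droplet run.

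To check that the libraries were separate draws of cells, their barcodes were compared. In total 533 barcode sequences (95% exact Poisson interval 489 to 580) occurred in both libraries, which is 3.09% of the WT and 4.17% of the KO barcodes. Independent draws from a pool of 3000000 equally frequent barcodes would share 73.5, so the observed number was 7.25 times higher. A pool of 7000000 would give 31.5. With equally frequent barcodes, chance alone would give 533 shared barcodes at a pool of 413873.

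The shared barcodes also differed in base composition from the other barcodes of both libraries. C made up 27.7% of their bases and G 22.0%, against 25.3% and 24.6% in the 16709 other WT barcodes and 25.2% and 24.5% in the 12261 other KO barcodes. The number of C minus the number of G per barcode averaged 0.917 ± 2.82 (SD over 533 barcodes) in the shared barcodes, 0.120 ± 2.86 in the other WT barcodes and 0.106 ± 2.84 in the other KO barcodes. In 100000 random draws of 533 barcodes, the highest mean was 0.717 from the WT library and 0.660 from the KO library (two-sided permutation test, p = 1e-05 in each, the smallest value these draws can give). The test was chosen after the overlap had been seen, and both p-values rest on the same 533 shared barcodes. It contrasts C and G, the bases whose shares differed most between shared and other barcodes. That contrast was not fixed before the data were examined. Barcodes are not biological replicates, and this comparison describes these libraries and not the genotypes.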

Values the study reported

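The study counted 17,242 control and 12,794 *Dis3* cKO testicular cells before quality control, and it retained 16,429 and 12,015 of them. For the retained cells it gave averages of 16,029 UMIs and 3830 genes per control cell, and 18,051 UMIs and 4205 genes per *Dis3* cKO cell. It also listed more reads per cell for the *Dis3* cKO library, so these averages were not obtained at equal depth. It described the deleted part of *Dis3* as exons 4 to 6.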

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

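Removing duplicate sequences, barcodes with runs of 6 or more equal bases, or barcodes with a neighbour at 1 mismatch left 17242 WT and 12794 KO barcodes, because no barcode met any of these criteria; these settings therefore say nothing about stability. Allowing 1 mismatch between libraries left 533 shared barcodes, because no further barcode had a match at 1 mismatch in the other library. That setting therefore says nothing about stability either. Leaving out the shared barcodes, an alternative chosen after seeing the data, gave 16709 WT and 12261 KO barcodes. The chance overlap of 73.5 became 31.5 with a pool of 7000000, chosen after seeing the data. The other values are no estimates of chance. The match rates of the first 8 and last 8 bases, also chosen after seeing the data, gave 15.6, but count every combination of parts as a valid barcode. Matching reverse complements gave 0, but a reverse complement need not belong to the barcode pool. Matching genes by symbol gave 31017 shared symbols in place of 31053 identifiers, since 35 symbols stand on more than 1 identifier. No paired analysis was possible because each genotype had 1 library. Alternatives planned on UMI counts (cell filters, clustering resolution, count minimum, scaling and thinning) were not run, and the depth behind gene counts is not described here.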

Other observations

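The tests in this part were chosen after the overlap of barcodes had been seen. The pattern is that 533 barcodes occurred in both libraries, more than independent draws from a pool of 3000000 equally frequent barcodes would give. By the plan, a large excess would point to index hopping (reads assigned to the wrong library) or to carry-over. Carry-over of molecules between the libraries that reached every barcode alike would leave the base composition of a random draw. The number of C minus the number of G averaged 0.917 in the shared barcodes and lay above all random draws from either library. That value argues against such carry-over as the whole source. The draws gave all barcodes equal weight and used no UMI counts. They therefore cannot decide on carry-over in proportion to the molecules of each barcode. Uneven use of the first 8 or last 8 bases of the barcodes on the beads would raise the overlap expected from the match rates of these parts, but that overlap, scaled to a pool of 3000000, was 74.9, or 1.02 times that of equally frequent barcodes in the same pool, which argues against it as well. Uneven use of whole barcodes on the beads could give the overlap if the beads behaved as a pool of 413873 barcodes. It cannot be told apart from carry-over that depends on the sequence or on the molecules per barcode. Only 2 libraries were compared, and no counts per barcode were used. No biological explanation was tested.

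If every shared barcode were carry-over into the KO library, it could affect up to 4.17% of the KO barcodes. The composition value of 0.917 does not favor this hypothesis for carry-over that reached all barcodes alike. Whether the shared barcodes hold fewer UMIs in one library than in the other, which would bear on this hypothesis, was not examined.

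The exons between the loxP guide sites are numbered 3 to 5 in the canonical transcript and 4 to 6 in 7 other annotated transcripts, which contain an additional exon near the 5′ end. The numbering that the study used therefore matches the latter transcripts, and both numberings name the same 3 exons.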
